A study of Mus musculus with 7 samples. Its data were reported in "Pathogenic human variant that dislocates GATA2 zinc fingers disrupts hematopoietic gene expression and signaling networks" (2023).

How the data were processed

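CUT&Tag is an assay in which a transposase tethered to an antibody cuts and tags the DNA around a bound protein, and the tagged fragments are sequenced. It was run on hi–77−/− cells, which are mouse fetal liver hematopoietic progenitors immortalized with Hoxb8 that lack an enhancer upstream of Gata2. The cells were infected with a retrovirus expressing HA-tagged GATA2 or HA-tagged 9aa-Ins, a GATA2 variant with amino acids inserted between the zinc fingers. The labels describe 7 libraries: 2 with anti-HA antibody in cells with GATA2, 2 with anti-HA antibody in cells with 9aa-Ins, 1 with anti-GATA2 antibody in cells with GATA2 and 2 with anti-GATA2 antibody in cells with 9aa-Ins. The peaks of the anti-GATA2 libraries were not analysed here. According to the methods of the study, the cells of a condition were pooled before they were split into the replicates, so that a pair of replicates shares its infection and sorting.

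The authors aligned the reads to mm10 with Bowtie2, removed duplicates and reads in blacklisted regions, and called peaks with MACS3. The analysed data were 2 peak lists, 1 for each construct, at a q-value of 1e-06. Their labels say that both anti-HA replicates were merged, and the single background in each list was taken to mean 1 call on merged reads, although the methods of the study describe merging of peaks called in the replicates. The files therefore hold no replicates, and no value below has an SD or a replicate check. Software versions were not stated. The deposited score of a peak was 10 times its −log10 q-value without decimals. The deposited fold enrichment, a ratio, was the pileup at the summit plus 1 over the background plus 1. The −log10 p-value and −log10 q-value of each peak were also given by the authors' peak caller. These are the authors' own values for each peak, and they were used only to describe, rank or filter peaks within a list, and in the depth comparison described next. Every column used belonged to these lists, and 0 columns belonged to other samples.

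The fold enrichments in each list were whole multiples of 1 step, so that the pileup (the number of reads over the summit) and the background could be recovered. All values of both lists came out as whole pileups (100%), and the Poisson p-values computed from them differed from the deposited −log10 p-values by at most 5.19e-04. The background, which the authors' caller set to 1 value for the genome, was 0.464 reads in the GATA2 list and 0.455 reads in the 9aa-Ins list. Read totals per library were not analysed here, and the background stood in for depth. For the depth comparison, the fold enrichment of each peak found with GATA2 only was placed on the 9aa-Ins background and set against the lowest pileup in the 9aa-Ins list.

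A peak was counted as shared when it overlapped a peak of the other list by at least 1 bp. Peaks were divided into GATA2-only, shared (positions from the GATA2 list) and 9aa-Ins-only peaks. Overlap was compared with 1000 placements of the 9aa-Ins peaks at random positions of their own chromosomes. The rank of shared peaks was their median percentile of fold enrichment in the list, compared with 10000 random sets of peaks (two-sided). Annotation was from GENCODE M21 on GRCm38, the assembly of mm10. A promoter reached from 2 kb upstream to 100 bp downstream of the start of a protein-coding transcript. WGATAR, the motif bound by GATA2, was searched on both strands within 100 bp of the summit, in windows of the same length 2 kb to each side, and with 11 scrambled orders of the GATA core in its place. To compare the motif at similar peak height, 1000 sets of GATA2-only peaks were drawn with replacement from the same bins of pileup as the shared peaks. Shares have Wilson 95% confidence intervals, which cover counting error only. Fisher's exact test (two-sided) was used between peak classes and between gene lists, with Benjamini-Hochberg adjustment over 3 tests for each measure of the peak classes and over 6 tests for the gene lists.

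The gene lists were taken from the text of the study before the data were examined: 9 genes activated by GATA2, 25 genes repressed by GATA2 and 15 genes for ETS factors whose expression GATA2 did not alter, besides short lists of genes regulated ectopically by 9aa-Ins and of genes carried by the retroviruses. A gene was linked to every peak with its summit within 100 kb of the gene start. Of 54 symbols, 53 matched the annotation, and Il7ra was left out because it did not. The text of the study describes GATA2 occupancy at some of these genes, such as Gata1, Hdc, Kit and Ebf1. It describes a lack of GATA2 occupancy at the repressed genes Ifi209, Tifab, Nlrp1a and Trem1. The comparison of lists is therefore not independent evidence. The genes named are those of the lists with a peak within 100 kb, given with their nearest peak, and the nearest protein-coding genes of the 10 peaks of highest fold enrichment in each list and among 9aa-Ins-only peaks. Not every gene under this rule is reported here. Other features are named as chosen after their values were seen.

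The alternatives chosen before the data were examined concerned the rule for overlap, stricter q-values of 1e-08 and 1e-10, merging of neighbouring peaks, the chromosomes used, the length of the GATA2 list, the measure of peak height, the detection limit, the promoter definition, the motif window and the distance to a gene. Others were added afterwards: a Poisson draw of the pileup, the mean rank, gene starts in place of transcript starts, the motif inside and outside promoters, all transcript starts of the listed genes, and removal of peaks in repeated sequence or within 1 kb of a histone or small RNA gene. Sequence was called repeated where over 50% of the words of 32 bp within the summit window occurred more than once in the chromosomes. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. The steps were tested on simulated data. All pileups of 4674 simulated peaks were recovered (100%), as were all 600 planted overlaps and all motifs planted in 1000 sequences. The rank test gave a p-value under 0.05 in 6% of 100 random sets.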

Results

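Peak lists from anti-HA CUT&Tag in rescued hi–77−/− cells were compared between GATA2 and 9aa-Ins, to find which sites were detected with each protein. Each list pooled 2 replicates, and 3 libraries made with anti-GATA2 antibody were not analysed here. The GATA2 list held 6254 peaks and the 9aa-Ins list 1079 peaks, a ratio of 5.80. GATA2 peaks had a median width of 341 bp and covered 2.61 Mb. 9aa-Ins peaks had a median width of 299 bp and covered 0.459 Mb. The median pileup at the summit was 15 reads in the GATA2 list (quartiles 12 and 20) and 13 reads in the 9aa-Ins list (quartiles 11 and 16). Fold enrichment and pileup per peak are the authors' values or were derived from them. Coordinates are on mm10 (GRCm38), and genes carry GENCODE M21 identifiers. All intervals are Wilson intervals and cover counting error only, as reads after PCR without molecular identifiers. Without replicates in the files, the difference in peak number could not be set against a spread between replicates. Of the alternatives tried, a q-value of 1e-10 moved the counts most, to 5150 GATA2 and 756 9aa-Ins peaks.

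Because a list made at lower depth would hold fewer peaks, the depth of the lists was compared. The background was 0.464 reads for GATA2 and 0.455 reads for 9aa-Ins, a ratio of 1.02, and the lowest pileup of a called peak was 9 reads in both lists. When the fold enrichment of the 5296 GATA2-only peaks was placed on the 9aa-Ins background, 5186 (97.9%, 95% CI 97.5 to 98.3) passed the 9aa-Ins limit, an outcome that follows from the nearly equal background and the equal lowest pileup. With a Poisson draw around each pileup, an alternative added after the data were seen, 89.7% were expected to pass. Of the 129 peaks found with 9aa-Ins only, 76.8% were expected to pass the GATA2 limit by the same draw.

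**Figure D1:**
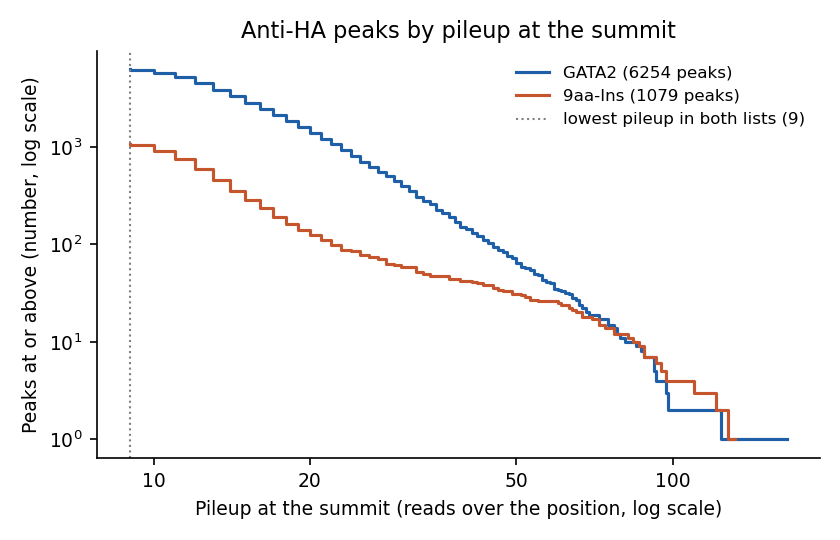
Number of anti-HA peaks (vertical axis, log scale) with at least the pileup on the horizontal axis (reads over the summit, log scale), for GATA2 (blue) and 9aa-Ins (orange). Both lists start at a pileup of 9 reads (dotted line), where they hold 6254 and 1079 peaks, and reach maxima of 166 and 132 reads.

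To determine how much of the GATA2 occupancy was found with 9aa-Ins, the lists were overlapped. Of the 6254 GATA2 peaks, 958 (15.3%, 95% CI 14.4 to 16.2) overlapped a 9aa-Ins peak, and 84.7% did not. Of the 1079 9aa-Ins peaks, 950 (88.0%, 95% CI 86.0 to 89.8) overlapped a GATA2 peak, and 129 were found with 9aa-Ins only. Random placement of the 9aa-Ins peaks gave a mean of 2.68 and at most 9 overlapped GATA2 peaks in 1000 placements (permutation p = 0.001, the smallest they can give). The placements were uniform along each chromosome, whereas promoters held 47.9% of the GATA2 and 65.5% of the 9aa-Ins peaks. They therefore cannot separate common occupancy from promoters common to both lists. These shares depended on the rule. When the GATA2 list was shortened to the 1079 peaks of lowest q-value, 41.1% of it was shared, and 41.2% of the 9aa-Ins peaks were shared with it.

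Shared peaks stood high in the GATA2 list. Their median percentile of fold enrichment was 80.6, whereas the random sets gave a central 95% range of 50.7 to 50.7 because many peaks have equal pileups (permutation p = 1e-04, two-sided, the smallest 10000 sets can give). The median pileup was 21.5 reads for shared GATA2 peaks and 14 reads for GATA2-only peaks. The shared part rose from 3.12% (95% CI 2.29 to 4.24) in the lowest of 5 bins of the GATA2 list by pileup to 39.2% (95% CI 36.6 to 42.0) in the highest bin. Of the 100 GATA2 peaks with the highest pileup, 59 were shared (59%, 95% CI 49.2 to 68.1). In the 9aa-Ins list the median percentile of shared peaks was 51.7, the same as in random sets (permutation p = 1), since the tied pileups leave this median nearly fixed. By the mean percentile, an alternative added after the data were seen, shared 9aa-Ins peaks stood at 53.0 and unshared ones at 28.0 (permutation p = 1e-04, two-sided, the smallest they can give). The shared part of the 9aa-Ins list rose from 70.7% (95% CI 64.3 to 76.4) in the lowest bin to 97.2% (95% CI 94.1 to 98.7) in the highest.

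**Figure D2:**
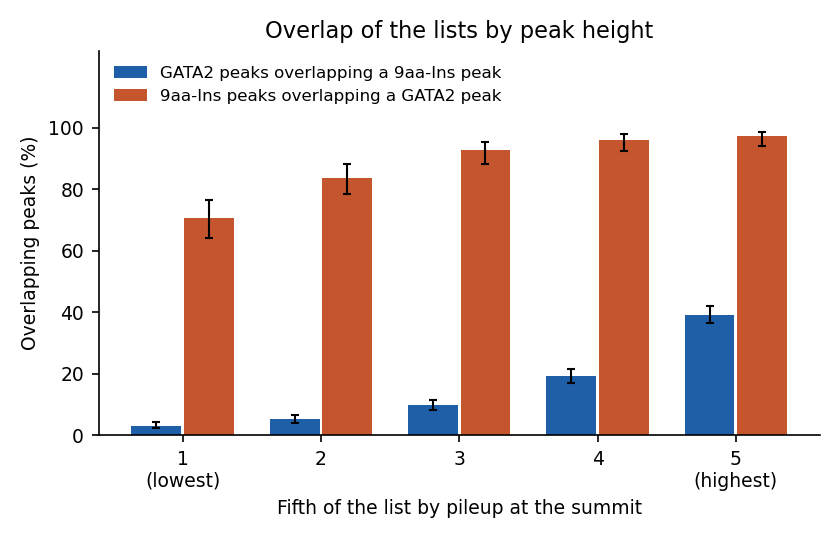
Percentage of peaks that overlap a peak of the other list by at least 1 bp (vertical axis), for 5 equal bins of a list ordered by pileup at the summit (horizontal axis), with Wilson 95% intervals as error bars. The share rises from 3.12% to 39.2% for GATA2 peaks (blue) and from 70.7% to 97.2% for 9aa-Ins peaks (orange).

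The peak classes were next compared by position. Promoters held 43.8% (95% CI 42.5 to 45.1) of the GATA2-only peaks, 70.4% (95% CI 67.4 to 73.2) of the shared peaks and 47.3% (95% CI 38.9 to 55.9) of the 9aa-Ins-only peaks. The shared peaks exceeded the GATA2-only peaks by 26.5 percentage points (Fisher's exact test, p = 1.27e-52, adjusted p = 3.81e-52). The 9aa-Ins-only peaks differed from the shared peaks by -23.1 points (Fisher's exact test, p = 3.83e-07, adjusted p = 5.74e-07) and from the GATA2-only peaks by 3.48 points (adjusted p = 0.473). The last comparison depended on the overlap rule, and the difference was 16.3 points with reciprocal overlap of 50%. Introns held 29.7% of GATA2-only and 12.7% of shared peaks, and intergenic sequence held 21.1% and 10.8%.

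WGATAR lay within 100 bp of the summit in 1764 of 5296 GATA2-only peaks (33.3%, 95% CI 32.1 to 34.6), 129 of 958 shared peaks (13.5%, 95% CI 11.4 to 15.8) and 20 of 129 9aa-Ins-only peaks (15.5%, 95% CI 10.3 to 22.7). Shared peaks differed from GATA2-only peaks by -19.8 percentage points (Fisher's exact test, p = 5.78e-39, adjusted p = 1.73e-38), and 9aa-Ins-only peaks differed from them by -17.8 points (Fisher's exact test, p = 9.91e-06, adjusted p = 1.49e-05). The shared and 9aa-Ins-only classes were not distinguishable in this window (2.04 points, Fisher's exact test, adjusted p = 0.498). With the motif counted anywhere in the peak, they differed by -11.7 points and passed the threshold. Windows 2 kb to each side had WGATAR in 29.8% of cases for GATA2-only peaks (Fisher's exact test against the peaks, adjusted p = 1.35e-05), 30.5% for shared peaks (adjusted p = 1.98e-24) and 24.0% for 9aa-Ins-only peaks (adjusted p = 0.0644). These tests counted all windows as independent and ignored the pairing of each peak with its own flanks, so their p-values are approximate. Scrambled motifs occurred in a mean of 20.1% of GATA2-only peaks, 16.4% of shared peaks (range 12.3% to 20.7% over the 11 motifs) and 17.1% of 9aa-Ins-only peaks. The mean GC content around the summit was 58.3% in GATA2-only and 62.2% in shared peaks.

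**Figure D3:**
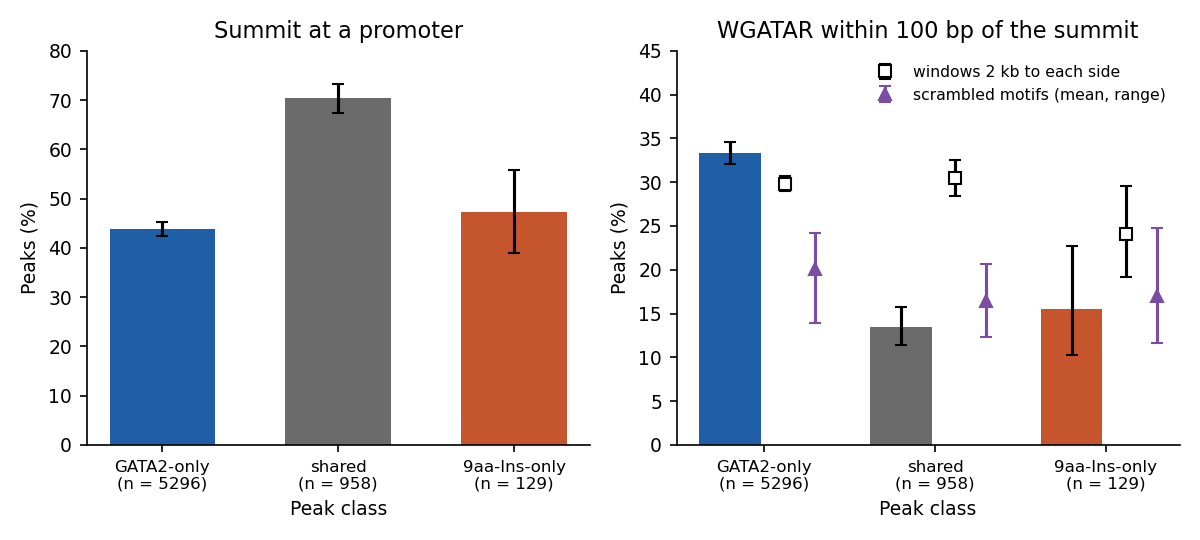
Percentage of GATA2-only (n = 5296), shared (n = 958) and 9aa-Ins-only (n = 129) peaks with the summit at a promoter (left) or with WGATAR within 100 bp of the summit (right), with Wilson 95% intervals. Open squares give the motif share in windows 2 kb to each side and triangles the mean and range of the 11 scrambled motifs, and only the GATA2-only peaks, at 33.3%, lie above both.

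Because promoters are rich in GC, the motif was also counted inside and outside promoters, an alternative added after the data were seen. Outside promoters, 47.9% (95% CI 46.1 to 49.7) of 2976 GATA2-only peaks, 19.4% (95% CI 15.2 to 24.4) of 284 shared peaks and 20.6% (95% CI 12.7 to 31.6) of 68 9aa-Ins-only peaks had WGATAR, and the flanking windows had it in 30.2%, 25.5% and 22.1% of cases. At promoters the shares were 14.6% of 2320 GATA2-only and 11.0% of 674 shared peaks, a difference of -3.59 points that did not pass the threshold (Fisher's exact test, adjusted p = 0.0559). At similar pileup the difference was larger. GATA2-only peaks drawn from the same pileup bins as the 958 shared peaks had WGATAR in 46.8% of cases (central 95% of 1000 draws 43.7 to 49.5), against 13.5% of the shared peaks (permutation p = 0.002, two-sided, the smallest the draws can give). Outside promoters the matched GATA2-only peaks reached 60.8% (central 95% 55.3 to 65.8), and at promoters 23.7% (central 95% 20.9 to 26.6). The 665 shared promoter peaks that could be matched had WGATAR in 10.5% of cases. They differed from the matched GATA2-only promoter peaks by -13.2 points (permutation p = 0.002, two-sided, the smallest the draws can give).

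**Figure D4:**
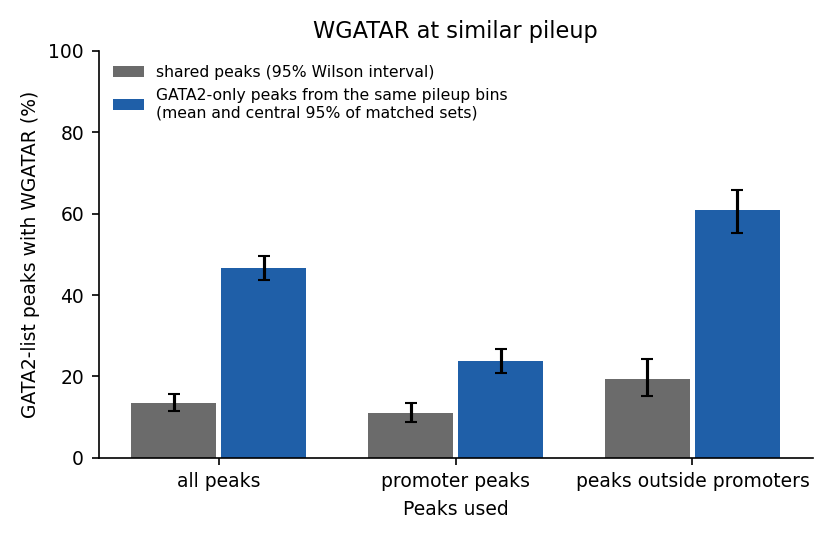
Percentage of peaks in the GATA2 list with WGATAR within 100 bp of the summit (vertical axis) for shared peaks (grey, Wilson 95% intervals) and for GATA2-only peaks drawn from the same pileup bins (blue, mean and central 95% of 1000 matched sets), over all peaks, at promoters and outside promoters. Outside promoters the shared peaks stand at 19.4% and the matched GATA2-only peaks at 60.8%.

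Peaks near genes regulated by GATA2 were then counted. Every one of the 9 activated genes had a GATA2 peak within 100 kb (100%, 95% CI 70.1 to 100), compared with 8 of 25 repressed genes (32%, 95% CI 17.2 to 51.6) and 11 of 15 ETS factor genes (73.3%, 95% CI 48.0 to 89.1). Among all 21938 protein-coding genes, 52.1% had a GATA2 peak within this distance. The activated and repressed lists differed by 68 percentage points (Fisher's exact test, p = 9.27e-04, adjusted p = 0.00556). Part of this difference was set in advance. The text that gave the lists describes GATA2 occupancy at some activated genes and a lack of it at some repressed genes. The repressed list differed from the ETS factor list by -41.3 points, which did not pass the threshold (Fisher's exact test, p = 0.0211, adjusted p = 0.0632), and the activated list did not differ detectably from it (Fisher's exact test, p = 0.259, adjusted p = 0.518). At 10 kb the difference between activated and repressed genes was 43.6 points and no longer passed the threshold.

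With 9aa-Ins, 0 of 9 activated genes had a peak within 100 kb, with a Wilson upper limit of 29.9%. A limit of 3 counts for a count of 0 would allow a share of up to 33.3%. A 9aa-Ins peak lay within reach of 3 of 25 repressed genes (12%, 95% CI 4.17 to 30) and 1 of 15 ETS factor genes (6.67%, 95% CI 1.19 to 29.8), compared with 18.6% of all protein-coding genes. None of the 3 comparisons between lists passed the threshold with 9aa-Ins peaks, and these list sizes leave the shares open over wide intervals. The repressed genes with a 9aa-Ins peak were Igll1, Vpreb3 and Cd79b, and the ETS factor gene was Fli1, and all 4 of these peaks were shared with GATA2. They lay 32.4 kb (Igll1), 82.9 kb (Vpreb3), 98.2 kb (Cd79b) and 3.48 kb (Fli1) from the gene starts. None of them had WGATAR within 100 bp of the summit. When only the nearest protein-coding gene was linked, no repressed gene kept a 9aa-Ins peak (activated minus repressed 0 points).

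Among activated genes, the nearest GATA2 peak of Hdc (ENSMUSG00000027360.5, chromosome 2, 126593667 to 126619299, minus strand) spanned 126618763 to 126618955, with the summit 413 bp inside the gene, a pileup of 14 reads and WGATAR. Kit (ENSMUSG00000005672.12, chromosome 5, 75574916 to 75656722, plus strand) had a GATA2 peak at 75574919 to 75575155, with the summit 56 bp from the gene start and a pileup of 16 reads. A further GATA2-only peak upstream of Kit, at 75460377 to 75460982, had a pileup of 26 reads and WGATAR. It lay 114 kb from the gene start, outside the limit, and was chosen after its values were seen. For Csf2rb (ENSMUSG00000071713.6, chromosome 15, 78325752 to 78353847, plus strand), the nearest GATA2 peak was intergenic at 78318927 to 78319118, 6.73 kb upstream of the gene start, with a pileup of 14 reads and WGATAR. The 41 bp centred on its summit at 78319027 were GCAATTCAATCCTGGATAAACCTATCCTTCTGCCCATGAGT. These 41 bp did not include WGATAR, which lay elsewhere within 100 bp of the summit. The nearest GATA2 peak of Far2 (ENSMUSG00000030303.15) lay in an intron at 148109081 to 148109481 of chromosome 6, 62.1 kb from the gene start, with a pileup of 27 reads. Among repressed genes, Ebf1 (ENSMUSG00000057098.14, chromosome 11, 44617317 to 45008091, plus strand) had a GATA2-only peak at its promoter, at 44616939 to 44617495, with the summit 68 bp upstream of the start, a pileup of 18 reads and WGATAR. The nearest GATA2 peak of Igll1 (ENSMUSG00000075370.12, chromosome 16, 16860671 to 16863985, minus strand), at 16865257 to 16865732, had a pileup of 21 reads and was GATA2-only, whereas its 9aa-Ins peak at 16896141 to 16896632 lay 32.4 kb upstream of the gene start.

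The strongest peaks of the lists were then compared. Of the 10 GATA2 peaks of highest fold enrichment, 8 had WGATAR within 100 bp of the summit, 1 was at a promoter and 4 were shared. Their nearest protein-coding genes by distance to the gene start were Limd1, Lyl1, Mdga1, Lrrc6, Hbs1l, Arl4d, Smg9, Gypc, Hist1h2ac and Gfi1. The first of them, on chromosome 9 at 123461796 to 123462210 in an exon of Lars2 (chosen after its values were seen), had a pileup of 166 reads, and 62.4% of the words around its summit were repeated in the genome. The peak nearest to Lyl1 (ENSMUSG00000034041.4), on chromosome 8 at 84701087 to 84702152, had a pileup of 124 reads and no repeated words (0%). The GATA2-only peak nearest to Gfi1 (ENSMUSG00000029275.18) lay on chromosome 5 at 107759074 to 107759967, in an intron of Evi5, with a pileup of 85 reads.

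All 10 of the strongest 9aa-Ins peaks were shared, and those nearest to Limd1, Arl4d and Hist1h2ac lay at sites that were also among the 10 strongest with GATA2. Of these 10 9aa-Ins peaks, 6 lay within 1 kb of a histone gene and 3 within 1 kb of a small RNA gene. WGATAR lay within 100 bp of the summit in 4 of these 10 peaks, and 5 were at promoters. The highest, on chromosome 13 at 23554923 to 23556773 in an exon of Hist1h1d (ENSMUSG00000052565.7), had a pileup of 132 reads, and the next, at 23682771 to 23686154 at the promoter of Hist1h2ac, had 128 reads. Of the 10 strongest 9aa-Ins-only peaks, 0 had WGATAR within 100 bp of the summit, and 4 lay at Mpo, with others nearest to Hist1h2an, Hist1h3e, Ube2b, Hist1h3g and Slc16a1. Mpo (ENSMUSG00000009350.13, chromosome 11, 87793581 to 87804413, plus strand) and the 2 kb to each side were crossed by 7 9aa-Ins peaks, of which 6 were 9aa-Ins-only, and by 0 GATA2 peaks. The other 9aa-Ins peak, at 87803265 to 87808812 with 55 reads, overlapped a GATA2 peak at 87806490 to 87806851 that lay just beyond this limit. The strongest 9aa-Ins-only peak, at 87793294 to 87794383 over the promoter and start of Mpo, had a pileup of 45 reads.

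**Figure D5:**
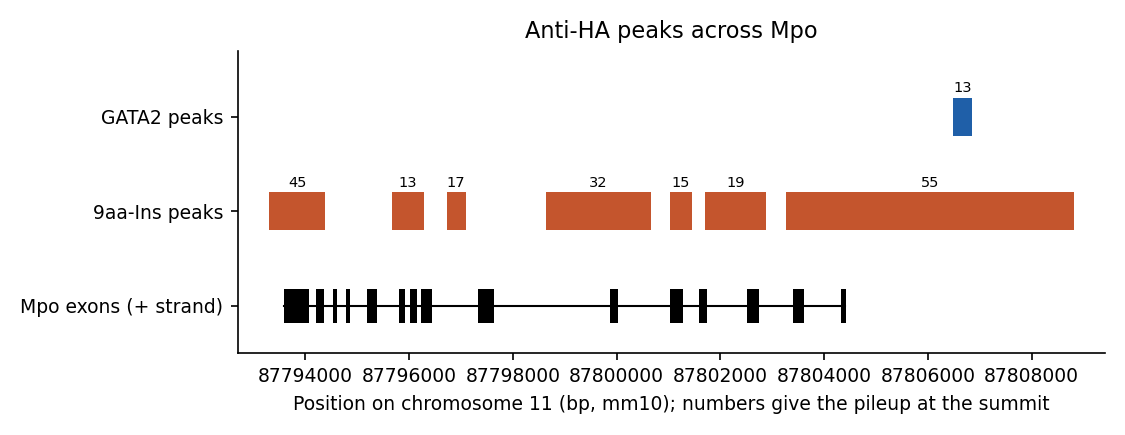
Map of Mpo on chromosome 11 (horizontal axis, position in bp, mm10) with its exons (black) and the anti-HA peaks of 9aa-Ins (orange) and GATA2 (blue), each drawn from its start to its end with the pileup at the summit in reads above it. The 7 9aa-Ins peaks have pileups from 13 to 55 reads, and the GATA2 peak drawn, with 13 reads, lies downstream of the gene.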

Values the study reported

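In its text, the study gave 6,014 GATA2 and 1,051 9aa-Ins CUT&Tag peaks. It linked 561 GATA2 peaks to genes activated by GATA2 and 190 to genes it repressed, while the numbers for 9aa-Ins were 35 and 27. Occupancy was reduced with 9aa-Ins at 94% of peaks at activated loci (528 of 561) and at 90% of those at repressed loci (170 of 190). WGATAR was reported in 69% of the peaks at activated loci and in 61% of the peaks at repressed loci. The counts printed beside these percentages, 363 of 561 and 104 of 190, give lower shares. The same counts taken over 528 and 170, the peaks with reduced occupancy, give the printed 69% and 61%.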

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

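No paired analysis was possible because each list holds both replicates merged, although the labels give the constructs the same replicate numbers. For the same reason, leaving out each replicate was not run. Some alternatives were chosen after seeing the data: the Poisson draw, the mean rank, gene starts or all transcript starts, peaks inside or outside promoters only, and removal of repeated sequence with histone and small RNA genes. Of 121 alternative values, 88 kept their direction and their side of the threshold or stayed within their limits.

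The peak numbers stayed within 1.5 times of the deposited lists in every alternative tried, from 5150 to 6249 for GATA2 and from 756 to 1076 for 9aa-Ins. The share of GATA2 peaks that were shared was 9.23% with reciprocal overlap of 50%, 12.5% with summits within 200 bp, 13.6% at q 1e-08, 13.6% at q 1e-10, 41.1% with the GATA2 list shortened to the number of 9aa-Ins peaks, and 14% without repeated sequence, histone and small RNA genes. In the same order, the first 5 of these alternatives gave 53.5%, 72.3%, 91.4%, 91.1% and 41.2% for 9aa-Ins peaks shared with GATA2. The overlap rules count fewer peaks by their construction, and the shortened list has fewer peaks to overlap. For the rest the cause was not tested.

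Shared GATA2 peaks ranked high in every alternative tried, from the 73.7 to the 81.9 percentile. In the 9aa-Ins list the percentile of shared peaks was 62.7 with reciprocal overlap and 53.0 by the mean rank, both now past the threshold, and 46.7 at q 1e-10, on the other side of 50 without passing it. This median moves in steps between tied pileups. The share of GATA2-only peaks passing the 9aa-Ins limit was 89.7% with a Poisson draw, because a draw can fall under the limit, and 97.9% or 98.0% in the others. Peak lists near a limit of 9 reads say little about weaker sites.

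The promoter excess of shared over GATA2-only peaks, from 20.2 to 29.7 points, passed the threshold in all alternatives tried. The excess of 9aa-Ins-only over GATA2-only peaks came to pass it with reciprocal overlap (16.3 points), summits within 200 bp (11.9 points) and a promoter reaching 3 kb (11.9 points). The cause was not tested, although both overlap rules move promoter peaks that overlap in part from the shared to the 9aa-Ins-only class.

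The lower WGATAR share of shared than of GATA2-only peaks did not pass the threshold at promoters only (-3.59 points), nor did that of 9aa-Ins-only peaks (-4.73 points). Against GATA2-only promoter peaks of similar pileup, however, the shared promoter peaks differed by -13.2 points (permutation p = 0.002, two-sided). The small difference between 9aa-Ins-only and shared peaks changed sign at q 1e-10 (-0.385 points), within 50 bp (-0.539 points), at promoters only (-1.14 points) and with the motif anywhere in the peak (-11.7 points). The last of these passed the threshold, so that the classes differed by this count, which was chosen before the data were examined, whereas the other 3 did not pass it. The cause was not tested.

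For GATA2 peaks at listed genes, activated minus repressed was 43.6 points within 10 kb, no longer past the threshold, and activated minus ETS factors was -4.44 points there. Repressed minus ETS factors came to pass the threshold within 50 kb (-50.7 points), within 10 kb (-48 points), with the nearest gene only (-52 points) and with any transcript start (-48 points). For 9aa-Ins peaks, repressed minus ETS factors changed sign within 50 kb (-2.67 points), within 10 kb (-6.67 points) and with the nearest gene only (-6.67 points), without passing the threshold. The cause was not tested, and lists of 9, 25 and 15 genes limit what these comparisons can show.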

Other observations

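The tests of depth, of open promoters for the shared and the 9aa-Ins-only peaks, and of the retroviral cDNA were set before the data were examined. The tests of weaker enrichment, of the histone genes, of GATA2-only promoter peaks and of Mpo were chosen only after the results were seen.

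The 9aa-Ins list held fewer peaks than the GATA2 list. Lower depth was argued against by the nearly equal background, a ratio of 1.02. The 97.9% of GATA2-only peaks that passed the 9aa-Ins limit after rescaling follow from this background and the equal lowest pileup, and are not a separate argument. A weakening by the same factor at every peak would leave the motif as frequent in shared peaks as in GATA2-only peaks of similar pileup. Instead the shared peaks differed from these by -33.3 percentage points. The drop was uneven between kinds of sites. Outside promoters, 1481 GATA2 and 68 9aa-Ins peaks had WGATAR, a ratio of 21.8, while the ratio was 4.23 for promoter peaks (2994 and 707). Weaker enrichment at bound sites over unchanged peaks of open chromatin would also leave shared peaks poor in the motif. Among GATA2 peaks outside promoters with WGATAR, the shared part rose from 1.01% in the lowest of 5 pileup bins to 12.1% in the highest, a rise of 11.1 points. Since such weaker enrichment and a loss of occupancy at particular sites both allow this rise, these peak lists cannot tell them apart. The study also used chromatin immunoprecipitation with anti-HA antibody. It reported that the variant lost occupancy at the promoters of Gata1 and Hdc and at a site upstream of Kit. That separate assay favours a loss of occupancy at these sites, and the question stays open for the other sites. The study describes similar levels of the HA-tagged proteins, and neither these levels nor the antibody step in the CUT&Tag cells was tested here.

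The peaks shared by both constructs may arise in part from tagmentation of open promoters rather than from sequence-specific occupancy. Their promoter share was above that of GATA2-only peaks. WGATAR lay within 100 bp of the summit in 13.5% of them, below the flanking windows and within the range of the scrambled motifs. Counted anywhere in the peak, it occurred in 31.8% of shared and 43.0% of GATA2-only peaks, a difference of -11.2 points that passed the threshold. Flanks and scrambled motifs were not counted over whole peaks, so the whole-peak share cannot show whether the motif was in excess. Promoter sequence is poor in the motif, since promoter peaks of the GATA2-only class also lay below their flanks, at 14.6% against 29.4%. The shared peaks outside promoters, with 19.4% against 25.5% in the flanks, too showed no excess. Scrambled motifs occurred in 18.2% of them and in 24.7% of GATA2-only peaks outside promoters, so a limit from their sequence was not excluded. Binding through other proteins would give the same values and was not tested, and libraries without an HA-tagged protein were not analysed here.

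For the 129 peaks found with 9aa-Ins only, this explanation and occupancy of another kind cannot be told apart. Their promoter share was 3.48 points above that of GATA2-only peaks, within the interval of so few peaks, and their WGATAR share was not above the flanking windows. No excess of the motif was detectable at this number of peaks.

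The 2320 promoter peaks found with GATA2 only showed WGATAR in 14.6% of cases, close to the 14.1% of scrambled motifs. If open promoters alone had given them, a library of equal background could be expected to hold as many promoter peaks, but the GATA2 list held 4.23 times as many as the 9aa-Ins list. Whether tagmentation of promoters differed between the libraries or GATA2 was recruited there without the motif cannot be told apart, because the lists contain no measure of tagmentation without antibody target. At pileups matched to the shared promoter peaks, GATA2-only promoter peaks had the motif in 23.7% of cases, so the stronger ones differed from the class as a whole.

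The strongest 9aa-Ins peaks lay at histone genes, a pattern noticed after the values were seen. Histone genes held 49 9aa-Ins peaks (4.54% of the list, 95% CI 3.45 to 5.95) and 57 GATA2 peaks (0.911%, 95% CI 0.704 to 1.18). They made up 17 of the 25 9aa-Ins peaks of highest fold enrichment and 4 of the 25 such GATA2 peaks. Reads shared between near-identical gene copies were argued against, since 4.08% of the 49 peaks (2 peaks) had over 50% repeated words. The number of histone gene peaks differed between the lists by a ratio of 1.16, while the whole lists differed by 5.80, but this number is limited by the number of histone genes. Their median pileup was 43 reads with 9aa-Ins and 32 reads with GATA2, over sets of 49 and 57 peaks that were not matched site by site. Tagmentation of open chromatin in both libraries and occupancy by 9aa-Ins cannot be told apart, because the number is capped and the lists contain no measure of tagmentation without antibody target. Peaks at small RNA genes numbered 90 and 46, a ratio of 1.96. Of the histone gene peaks in the 9aa-Ins list, 81.6% were shared with GATA2. A role of either protein at histone genes was not tested.

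At Mpo, 6 of the 7 9aa-Ins peaks overlapped no GATA2 peak, while the strongest, with 55 reads, reached past the gene end and overlapped a GATA2 peak of 13 reads there. Reads shared between near-identical gene copies were argued against for the 6 9aa-Ins-only peaks there, as the highest share of repeated words was 42.9% and the strongest of these 6 had 0%. The design names the construct as a biological difference, and a change in the transcription or openness of Mpo between the cells stays open and was not tested, as does direct occupancy. None of the 4 Mpo peaks among the strongest 9aa-Ins-only peaks had WGATAR within 100 bp of the summit.

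Reads of the vector cDNA aligned to the genome were looked for on the genes carried by the retroviruses. The GATA2 list had 2 peaks that each lay inside a single exon of Gata2, on chromosome 6 at 88198645 to 88198837 and at 88200258 to 88200428, with pileups of 11 and 12 reads, chosen after their values were seen. A stronger peak of 22 reads lay in an intron at 88202940 to 88203822, 9.58 kb from the gene start. The 9aa-Ins list had 0 peaks in Gata2, and neither list had a peak in Hoxb8. With 2 such peaks, reads from the vector and occupancy of the gene cannot be told apart.

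WGATAR anywhere in the peak was found in 41.3% of all GATA2 peaks (95% CI 40.1 to 42.5). That is lower than the value quoted from the study above for peaks at activated loci, whether its percentage or its counts are taken. The value of the study covered only peaks linked to genes activated by GATA2. Among the GATA2-only peaks here, 43.0% had WGATAR anywhere in the peak.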
